# Dysregulation of neuroprotective lipoxin pathway in astrocytes in response to cytokines and ocular hypertension​

**DOI:** 10.1186/s40478-024-01767-2

**Published:** 2024-04-12

**Authors:** Shruthi Karnam, Shubham Maurya, Elainna Ng, Amodini Choudhary, Arzin Thobani, John G Flanagan, Karsten Gronert

**Keywords:** Glaucoma, Astrocyte reactivity, Lipoxygenase, Lipoxin B_4_, Neurodegeneration, Retina, Optic nerve

## Abstract

Glaucoma leads to vision loss due to retinal ganglion cell death. Astrocyte reactivity contributes to neurodegeneration. Our recent study found that lipoxin B_4_ (LXB_4_), produced by retinal astrocytes, has direct neuroprotective actions on retinal ganglion cells. In this study, we aimed to investigate how the autacoid LXB_4_ influences astrocyte reactivity in the retina under inflammatory cytokine-induced activation and during ocular hypertension. The protective activity of LXB_4_ was investigated in vivo using the mouse silicone-oil model of chronic ocular hypertension. By employing a range of analytical techniques, including bulk RNA-seq, RNAscope in-situ hybridization, qPCR, and lipidomic analyses, we discovered the formation of lipoxins and expression of the lipoxin pathway in rodents (including the retina and optic nerve), primates (optic nerve), and human brain astrocytes, indicating the presence of this neuroprotective pathway across various species. Findings in the mouse retina identified significant dysregulation of the lipoxin pathway in response to chronic ocular hypertension, leading to an increase in 5-lipoxygenase (5-LOX) activity and a decrease in 15-LOX activity. This dysregulation was coincident with a marked upregulation of astrocyte reactivity. Reactive human brain astrocytes also showed a significant increase in 5-LOX. Treatment with LXB_4_ amplified the lipoxin biosynthetic pathway by restoring and amplifying the generation of another member of the lipoxin family, LXA_4_, and mitigated astrocyte reactivity in mouse retinas and human brain astrocytes. In conclusion, the lipoxin pathway is functionally expressed in rodents, primates, and human astrocytes, and is a resident neuroprotective pathway that is downregulated in reactive astrocytes. Novel cellular targets for LXB_4_’s neuroprotective action are inhibition of astrocyte reactivity and restoration of lipoxin generation. Amplifying the lipoxin pathway is a potential target to disrupt or prevent astrocyte reactivity in neurodegenerative diseases, including retinal ganglion cell death in glaucoma.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-024-01767-2.

## Introduction

Glaucoma is a progressive neurodegenerative disease characterized by the degeneration of retinal ganglion cells (RGCs) and their axons [39, 49]. It is a leading cause of irreversible blindness worldwide, and it is estimated that the number of people affected by glaucoma will increase to 112 million worldwide by 2040 [26]. Although intraocular pressure (IOP) is the only modifiable risk factor, most glaucoma patients experience continued but reduced progression. Proposed reasons for this continued degeneration include noncompliance with medication, insufficient IOP reduction, and non-IOP-related causes [7, 16, 23]. There is an unresolved need to develop neuroprotective strategies to prevent or delay the death of RGCs, independent of IOP, in glaucoma [21].

Lipoxins (LXA_4_ and LXB_4_) are eicosanoids generated from arachidonic acid. Their canonical protective actions in various pathological processes include regulating the initial response of innate and adaptive immune cells and promoting the resolution of acute inflammation [35, 43, 58]. We recently identified a noncanonical protective action of lipoxins, namely their direct regulation of RGCs [33]. The human and mouse receptor for LXA_4_, formyl peptide receptor 2 (FPR2/ALX) [45], is expressed in RGCs. A receptor for LXB_4_, the lipoxin with more potent neuroprotective actions in the retina [33], remains unidentified. The biosynthesis of lipoxins requires the coordinated interaction of 5-lipoxygenase (LOX) with 12/15-LOX enzymes [14, 55] (An overview of lipoxin biosynthesis is included in supplementary Fig. 1). Primary astrocytes generate lipoxins in vitro and acute exocytotoxic stress downregulates lipoxin formation and lipoxygenase expression in the retina [33]. However, the regulation of the lipoxin pathway in ocular hypertension has yet to be investigated. More importantly, it is unclear whether retinal astrocyte reactivity, a primary response to ocular hypertension, regulates the astrocyte lipoxin pathway and whether lipoxin formation is a unique phenotype of mouse retinal astrocytes. These knowledge gaps are of interest as therapeutic amplification of the retinal lipoxin pathway is a potential neuroprotective target.

Astrocytes play crucial roles in the central nervous system, performing a variety of essential physiological functions. These include regulation of synaptic function, buffering ions, release of gliotransmitters [38], modulation of the immune response, maintenance of the blood-brain barrier, contributing to neurovascular coupling, and providing energy to neurons [28, 47, 51]. Astrocytes also work closely with the immune system, as they can detect danger signals, respond to secreted cytokines and chemokines, and activate adaptive immune responses [9]. In rodent models of ocular hypertension, astrocyte reactivity in the retina and optic nerve head is a key feature of the retinal injury response [30, 54]. There is also an initial rise in astrocyte reactivity within the distal optic nerve during the degeneration process [48]. Reactive astrocytes can release proinflammatory molecules and oxidative stress-inducing factors, which initiate or amplify neuroinflammation and neuronal damage [10]. Recently, it has been suggested that microglial release of proinflammatory cytokines can induce the formation of neurotoxic reactive astrocytes in the retina and brain [30].

In this study, we aimed to investigate the regulation and functional expression of lipoxin pathways in the mouse retina, optic nerves of mice and primates, and human astrocytes. We also examined whether the neuroprotective action of the autacoid LXB_4_ includes reducing astrocyte reactivity in response to inflammatory cytokine-induced activation and ocular hypertension.

## Materials and methods

### Mice

C57BL/6J male mice (Jackson Laboratory, Bar Harbor, ME) were allowed to acclimatize to the housing facility for 2 weeks before experimentation. Mouse studies were performed in compliance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research, and all experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of California, Berkeley. Mice were maintained in a pathogen-free vivarium under a 12-hour dark and light cycle with access to food and water.

### Macaque optic nerves

The macaque optic nerves used for the lipidomic study were from the eyes of a 9-year and 306-day-old female from the Oregon National Primate Research Center (NPRC). For the RNAseq studies, optic nerves were from a 12-year-old male acquired at UC Berkeley. In both cases, the eyes were collected postmortem for approved studies by different research groups, and the optic nerves were donated to the Gronert/Flanagan Lab as discarded tissue.

### Induction of ocular hypertension by injection of silicone oil

Ocular hypertension was induced in the 8-week-old C57BL/6J mice by injection of pharmaceutical-grade silicone oil (Alcon silikon 1000, Geneva, Switzerland) in the anterior chamber of both eyes, a model of chronic ocular hypertension that was established by Jie Zhang and colleagues [12, 57, 59]. For these experiments the volume of silicone oil was reduced to 1.2 µL to enable a slower onset of mild ocular hypertension induced retinal injury. Briefly, 8-week-old mice were anesthetized by an intraperitoneal injection of ketamine/xylazine (100 mg/kg and 10 mg/kg, respectively) (*n* = 40). One drop of topical anesthetic (proparacaine hydrochloride, 0.5%, Akorn, Lake Forest, IL) was applied to the cornea of both eyes before the injection. Silicone oil (1.2 µL) was injected into the anterior chamber of both eyes through a 30 G Hamilton glass syringe. After injection, a drop of antibiotic (tobramycin ophthalmic solution 0.3%) was placed on the eye. Sterile PBS (phosphate-buffered saline) was injected into another set of mice and used as a control. Mice were euthanized at 2, 4, and 8-week time points following injections for various experimental procedures.

### IOP measurements/pupil dilation

IOPwas monitored once every 2 weeks until 8 weeks after silicone oil injection using the TonoLab tonometer (Colonial Medical Supply, Londonderry, NH). In this model, the pupil needs to be dilated sufficiently to expose it beyond the coverage of the silicone oil droplet, which leads to the reconnection of the front and back chambers of the eye [12]. Each measurement of IOP can be seen as a form of pupil dilation treatment. The dilation of the pupil was accomplished following the protocol outlined in the published literature [12, 57, 59].

### Cell culture

Cultured primary human cortical astrocytes (HA1800) were purchased from ScienCell (Carlsbad, CA) and treated with the cytokines: IL-1α, TNF- α, and C1q for 24 h [20]. Astrocytes were treated with LXB_4_ (Cayman Chemicals, Ann Arbor, MI) (1 µM) or vehicle for 20 min before adding cytokines. After 24 h, the cells were collected in TRIzol (Invitrogen, Waltham, MA) for RNA isolation or ice-cold methanol for lipidomic analysis. For primary retinal astrocytes and optic nerve astrocytes, four mouse retinas were pooled and digested using papain (Worthington, Lakewood, NJ) and plated on poly-D-lysine coated flasks with astrocyte growth media (Lonza, Basel, Switzerland), changing the media every 3 days. Over 95% of the cultured cells were identified as astrocytes through immunofluorescence staining for GFAP and vimentin and were negative for RGCs, microglia, and oligodendrocyte markers.

### Bulk RNA-seq

Total RNA from macaque optic nerves (*n* = 2) was extracted using a Direct-zol RNA Miniprep Kit with an on-column DNase treatment step as per the manufacturer’s instructions (Zymo Research, Irvine, CA). Isolated RNAs were eluted in nuclease-free water and submitted to QB3 Genomics, UC Berkeley, Berkeley, CA, for Bioanalyzer quality control analysis (Agilent, Santa Clara, CA). All submitted samples had an RNA integrity number (RIN) > 8. Sequencing libraries were prepared using the SMARTer v4 Ultra Low Input RNA Kit (Clontech, Mountain View, CA). The Diagenode Bioruptor Pico was utilized for cDNA fragmentation, and the KAPA Hyper Prep kit for DNA (Roche, Basel, Switzerland) was employed to generate libraries for sequencing on a NOVAseq S4 flow cell (Illumina, San Diego, CA). Library preparation and RNA-seq were performed at QB3 Genomics, UC Berkeley, Berkeley, CA, RRID: SCR_022170. The raw sequencing reads were demultiplexed by Illumina bcl2fastq2 software. RNA-seq data processing was performed as described here [37]. In brief, a quality check of FASTQ files was performed with FastQC v.0.11.9. Adapter sequences and low-quality bases with a Phred score of less than 30 were trimmed using Trim Galore! v.0.6.6. Trimmed reads were mapped on macaque genome version Mmul_10 (University of California Santa Cruz) with the STAR alignment tool v.2.7.1a using RefGene annotation. The total number of read counts mapped for each gene was extracted from BAM files using FeatureCount v.1.5.3. The count matrix was imported into Rstudio v.4.2.0. Raw count values were normalized using the Transcripts Per Million method by NormalizeTPM. Mean TPM values of normalized counts for genes of interest were plotted for visualization in Rstudio v.4.2.0.

### Electroretinography

After an 8-week time point of silicone oil injection, the mice underwent overnight dark adaptation for ERG analysis. They were then anesthetized and received tropicamide (1%, Akorn, Lake Forest, IL) and phenylephrine (2.5%, Paragon BioTeck, Portland, OR) to dilate their pupils. The Celeris system (Diagnosys LLC, Lowell, MA) was used to conduct the ERG measurement, with stimulus intensities ranging from − 5.90 to 2.25 log cd.s/m^2^. The tail subdermal needle electrode served as ground. A positive scotopic threshold response (pSTR) elicited with an intensity of -2.50 log cd.s/m^2^ was used to represent RGC function (average of 20 repeats, interstimulus interval of 2 seconds).

### Optical coherence tomography

Before imaging, at the 8-week time point of silicone oil injection, mice received anesthesia and were given lubricant eye drops. We used a Bioptigen spectral domain OCT system (Envisu R2300, Durham, NC) for imaging. Our previous studies described the OCT image acquisition and analysis protocols [31, 32]. We captured an en-face retinal fundus image with the optic nerve head in the center, using 1.8 × 1.8 mm rectangular scanning. Each replication involved 100 B-scan images (1536 A-scans for each B-scan). Retinal layer B-scan images were analyzed by masked observers using ImageJ software. We quantified the thickness of the retinal layer at both left and right locations from the center of the optic nerve head in each retinal quadrant. The average data from both locations represented the thickness value.

### Retinal flat mount and RGC quantification

Eyes were removed at 8 weeks and fixed with 4% paraformaldehyde (PFA). Posterior eyecups were incubated overnight in a blocking buffer (10% normal donkey serum and 2% PBS-Triton-X-100). Eyecups were stained with primary antibodies, GFAP (Abcam, Cambridge, UK), and RBPMS (Phosphosolutions, Aurora, CO) (1:1000 dilution each) and were incubated on a shaker for 48–72 h at 4 °C. After incubation, eyecups were washed with 0.25% PBST and further incubated with either Alexa Fluor 488- or 594- conjugated secondary antibodies (Invitrogen; at 1:1000 dilution) under dark conditions for 2 h at room temperature. After washing with PBST, the retinas were gently detached, and four perpendicular clover cuts were made. ProLong™ Gold Antifade Mountant (#P36930, Invitrogen, Eugene, OR) was added to mount the retinas. Retinas were imaged on a Nikon Ti Eclipse microscope using a 20x objective. A minimum of 5–6 independent specimens (biological replicates) were analyzed for each flat mount. There was no observed RGC loss in the central region. To count peripheral RGCs, eight fields were sampled from the peripheral areas of each retina using a 20x lens on a Nikon Ti Eclipse microscope. (Supplementary Fig. 2 displays a flat-mounted retina that defines the central and peripheral regions). RGCs were counted using ImageJ software. The percentage of RGC survival was determined by calculating the ratio of surviving RGC numbers in the injured eyes compared to the control eyes. GFAP is expressed in all mature retinal astrocytes. However, GFAP expression can also be induced in reactive Muller glia. Astrocytes and Muller glia in the retina were differentiated based on their unique morphology and specific spatial localization on cross-sections.

### Immunohistochemistry

The eyes were fixed in 4% PFA and transferred into 30% sucrose. Tissues were then embedded in OCT media and cut into 10-µm-thick sections using a CM1900 Cryostat (Leica, Wetzlar, Germany). Primary human astrocytes were fixed with 4% PFA for 20 min. The cells were permeabilized with 0.3% Triton®-X-100 PBS for 5 min at room temperature. Sections and cells were blocked using a blocking buffer (5% donkey serum in 0.3% Triton X-100 containing PBS) for 30 min. Primary antibodies against GFAP (Abcam), RBPMS (Phosphosolutions), LCN2 (Invitrogen), 5-LOX (Abcam), Pax2 (Abcam), Vimentin (Invitrogen), and CD44 (Proteintech) were added to blocking buffer and incubated overnight at 4 °C. Sections and cells were washed and incubated with Alexa Fluor 488- and 594- conjugated secondary antibodies (Invitrogen; at 1:1000 dilution) for double labeling for 2 h at room temperature under dark conditions. They were then washed and mounted using ProLong™ Gold Antifade Mountant, and images were captured using a Nikon Ti Eclipse microscope.

### RNAscope in situ hybridization

RNA in situ hybridization for *Alox5*, *Alox15*, and *Fpr2* mRNA was performed manually using RNAscope Multiplex Fluorescent Reagent Kit v2 Assay (Advanced Cell Diagnostics, Inc., Newark, CA) according to the manufacturer’s instructions. Briefly, 10 μm of PFA fixed frozen retina and optic nerve sections were pretreated with heat and protease (30 min, 40 °C) before hybridization with the target probes. Tissue was incubated in primary amplification probes and Opal™ 690 dye fluorophore (2-hour primary probe, 30 min AMP1, 30 min AMP2, 15 min AMP3, and 30 min fluorophore at 40 °C) and washed between steps with RNAscope washing buffer. Each sample was quality controlled for RNA integrity with an RNAscope® probe specific to PPIB RNA and for background with a probe specific to bacterial dapB RNA. Specific RNA staining signals were identified as red, punctate dots. The tissue was counterstained with DAPI. After mounting in ProLong™ Gold Antifade Mountant, images were acquired on a Nikon Ti Eclipse microscope using a 40x objective. The RNAscope probes used were as follows: *Alox15* (Cat. No: 539,781-C1), *Alox5* (Cat. No: 436,101-C2), and *Fpr2* (Cat. No: 509,281-C3). Image analysis was performed using the QuPath open-source software developed by Edinburgh University [3].

### qPCR

RNA was isolated from mouse retinal tissue and human brain astrocytes and quantified according to our published protocol [33]. *Gapdh* was used as the reference gene. The mouse primers used in this study are listed in Table 1. Primers for the human genes used in this study are listed in Table 2 (please refer to supplementary material for primer details).

### Liquid chromatography-tandem mass spectrometry (LC‒MS/MS)

Mouse retinas and macaque optic nerves were immediately snapped, frozen on dry ice, and stored at − 80 °C before processing for lipidomic analyses. Eicosanoids and PUFAs in the cells and conditioned media from astrocyte cultures were identified and quantified by LC‒MS/MS according to our published protocol [33, 52]. Briefly, deuterated internal standards (leukotriene B_4_-d_4_, prostaglandin E_2_-d_4_, 5-HETE-d_8_, LXA_4_-d_5_, AA-d_8_, docosahexaenoic acid-d_5_) were added to all samples before processing to calculate class-specific recoveries. Frozen tissues were placed in MeOH and processed in a refrigerated beat homogenizer. Supernatants were extracted using C18 solid-phase columns. Extracted lipids were analyzed by a triple-quadrupole linear ion trap LC‒MS/MS system using an AB SCIEX 4500 QTRAP mass spectrometer equipped with a Kinetex C18 mini-bore column. The mobile phase was a gradient of A [water/acetonitrile/acetic acid (72:28:0.01, v: v:v)] and B [isopropanol/acetonitrile (60:40, v: v)] with a 450 µl/min flow rate. MS/MS analyses were conducted in negative ion mode. PUFA and PUFA lipoxygenase metabolites were quantitated by scheduled multiple reaction monitoring (MRM mode) using established transitions for arachidonic acid (AA; 303→259 m/z), 5-hydroxyeicosatetraenoic acid (5-HETE; 319→115 m/z), 15-HETE (319→175 m/z), 12-HETE (319→179 m/z), LXA_4_ (351→115 m/z), LXB_4_ (351→221 m/z), DHA (327→283 m/z), and 4-hydroxy DHA (4-HDHA; 343→101 m/z) [22]. Peak identification and integration criteria were a signal-to-noise ratio above 5:1, matching retention with synthetic standards, the retention time of class-specific deuterated internal standards, and analyte-specific diagnostic ions. For quantification, calibration curves (1 to 1000 pg) and HPLC retention times for each analyte were established with synthetic standards (Cayman Chemicals). Results were normalized to class-specific deuterated standard recovery and tissue weights in pg or ng or no. of cells. Structures were confirmed for selected autacoids by MS/MS analyses using either enhanced product ion mode (EPI) or the presence of 4–6 diagnostic ions in the multiple reaction monitoring mode (MRM).

### Statistical analysis

All values are presented as the mean ± standard error of the mean (SEM) of n observations, where n represents the number of animals studied or independent in vitro experiments. Statistical analysis was performed using GraphPad Prism 9.0 (GraphPad Software, San Diego, CA). One-way ANOVA followed by post hoc Tukey’s multiple comparison test or unpaired Student’s t-test was used to compare intergroup differences. The results were considered statistically significant when *P* < 0.05. We confirmed that standard deviations are equal for all groups (Bartlett’s test requires *n* > 5) and that the data follows a normal distribution (Kolmogorov-Smirnov test).

## Results

### The lipoxin pathway is expressed in mouse retina, optic nerve, and retinal astrocytes

The expression of lipoxin pathways was investigated in the retina, optic nerve, and retinal astrocytes of C57BL/6J mice. The genes in question are known to be expressed at levels that cannot be detected using single-cell transcriptomics, a known limitation of this method. Additionally, since there are no specific antibodies for detecting lipoxin pathways in mouse retina and optic nerve, we used RNAscope and qPCR for our investigations. RNAscope in situ hybridization was performed on the retina and optic nerve region cross-sections to determine the cell-specific expression of *Alox5, Alox15, and Fpr2*. The data showed that the lipoxin circuits were localized in the ganglion cell layer (GCL), inner nuclear layer (INL), and outer nuclear layer (ONL) of the retina, and in the optic nerve region (Fig. 1A). The quality of the RNA was confirmed using positive and negative controls, as illustrated in Supplementary Fig. 3. To confirm the expression of the lipoxin circuits in retinal astrocytes, qPCR was performed on cultured primary mouse retinal astrocytes. The results showed that *Alox5, Alox15, and Fpr2* were expressed with average Ct values of 28.23 ± 0.3, 29.07 ± 0.3, and 28.58 ± 0.2, respectively (*n* = 3). Notably, higher RNA expression was observed in the optic nerves with average Ct values of 27.75 ± 0.2 (*Alox5*), 24.65 ± 0.6 (*Alox15*), and 25.94 ± 0.7 (*Fpr2*) (*n* = 3) (Fig. 1C). These results confirm expression of the lipoxin pathway in the retina and optic nerve of mice, including retinal astrocytes.

**Fig. 1:**
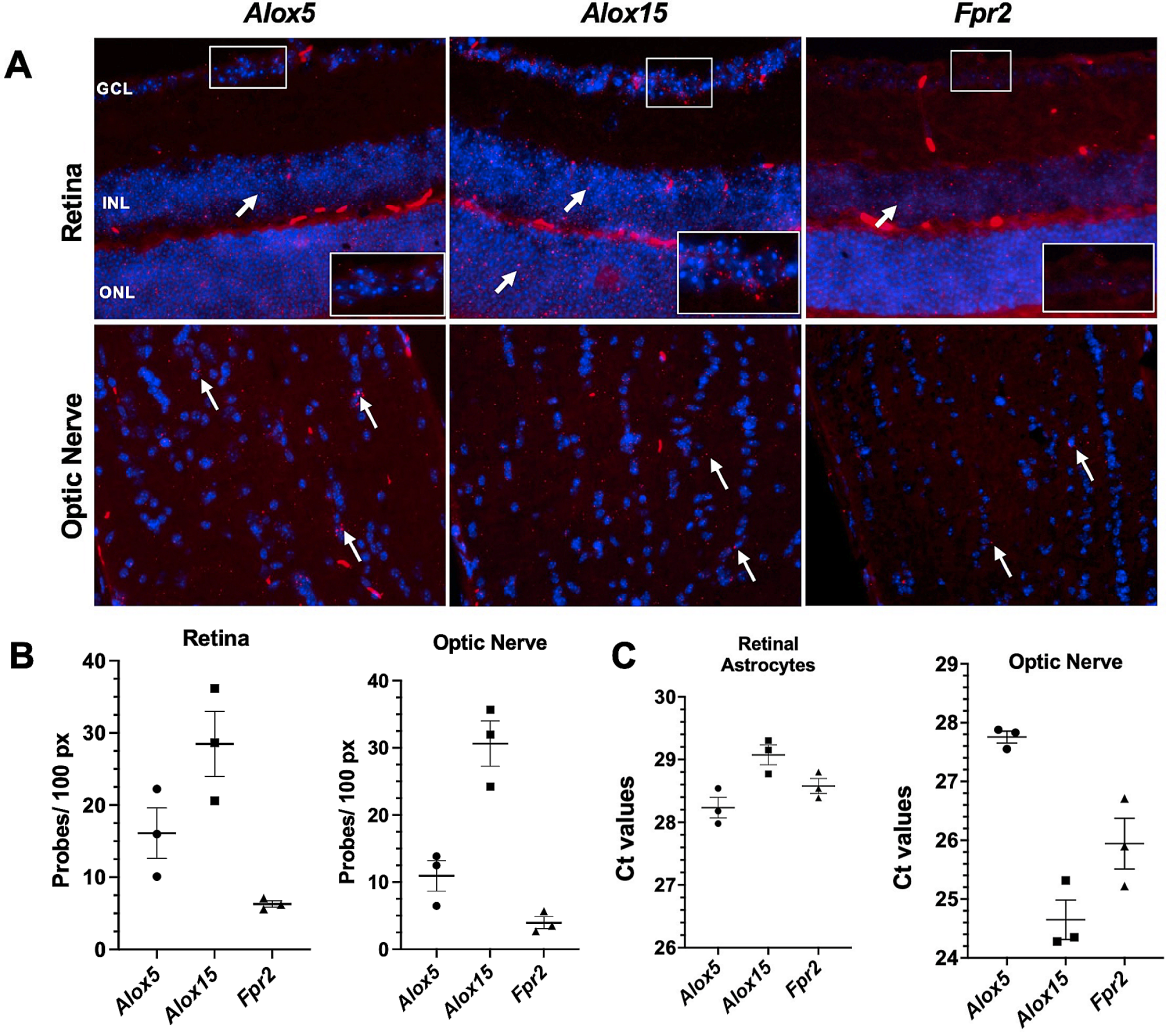
Expression of lipoxin pathway in mouse retina and optic nerve. **(A)** Representative images of RNAscope ISH (red) (indicated with white arrows) of retina and optic nerve using mRNA probes for *Alox5*, *Alox15*, and *Fpr2*. Nuclei were labeled with DAPI to distinguish nuclear layers of the retina. All images were obtained using a 40x objective. Scale bar = 50 μm. (*n* = 3). Labels: ganglion cell layer (GCL), inner nuclear layer (INL), outer nuclear layer (ONL). (**B**) Bar graphs represent the quantification of RNAscope images performed by Qupath software. **(C)** Bar graphs represent Ct values of lipoxin pathway genes in retinal astrocytes and optic nerves analyzed by qPCR (*n* = 3)

### Lipoxin pathway is expressed in macaque optic nerves and human primary brain astrocytes

To explore expression of the lipoxin pathway in primates, we conducted RNA-seq analyses on macaque optic nerves. 

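Total RNA from 2 untreated macaque optic nerves was sequenced. The paper's methods give a single 12-year-old male as the source of the nerves, whereas the description deposited with the data gives 2 animals, so the libraries are either nerves of 1 animal or nerves of 2 animals. The authors made the libraries with the SMARTer v4 Ultra Low Input kit, which amplifies cDNA from small amounts of RNA, and sequenced them on a NovaSeq S4 flow cell. They trimmed the reads with Trim Galore! 0.6.6, aligned them to the Mmul_10 genome with STAR 2.7.1a and counted reads per gene with FeatureCount 1.5.3. They then divided the counts by gene length and normalized them by the TPM method, a share of all length-corrected reads in the library, and these TPM values are what they deposited, for 16684 genes in 2 libraries named Rep1 and Rep2. The paper's text does not give the gene lengths, the use of strand or the treatment of reads with several alignments. In each library the values summed to 1000000 TPM, so the read totals are not part of the table. The relative depth could still be worked out, because the ratio of a gene's values in the libraries is a ratio of whole read numbers multiplied by a constant. That constant was 17.2, meaning that 1 read in Rep1 was worth as many TPM as 17.2 reads in Rep2. With it, 99.9% of the 10168 genes above 0 in both libraries gave whole read numbers with a product under 100000000. The tolerance for these read ratios was 1e-12. When the constant was changed by 1 part in 10000, 5.98% of the genes did so. The smallest read numbers that fit each gene, which are lower bounds, summed to 720528 in Rep1 and 11519661 in Rep2. Rep1 listed 6425 genes at 0 (38.5%) and Rep2 listed 2082 (12.5%). The median gene stood at 2.09 TPM in Rep1 and 7.93 TPM in Rep2, and *MBP* alone took 4.37% of all TPM in Rep1 and 20.0% in Rep2. Across the 14693 genes above 0 in at least 1 library, log2(TPM + 1) in Rep1 and Rep2 had a Pearson r of 0.708 and a Spearman rho of 0.719, a correlation across genes, which are not independent replicates. Pearson r moved most, to 0.594, when only genes with a mean of at least 1 TPM were kept. Of those 11754 genes, 9039 (76.9%) differed at least 2-fold on the log2(TPM + 1) scale, 2135 being higher in Rep1 and 6904 in Rep2. After scaling by the median of ratios, which corrected a log2 shift of -1.19 of Rep1 against Rep2, 3390 genes were higher in Rep1 and 4726 in Rep2. With 1 condition there were no groups to compare, and an exact two-sided sign test on 2 libraries cannot give a p below 0.5.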

Results established high expression of *ALOX15*, moderate expression of *ALOX5* and *ALOX5AP*, and lower expression of *ALOX12, ALOX15B, FPR2*, and *FPR3* genes (Fig. 2A). 

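*ALOX15* lies on chromosome 16 of Mmul_10 from 4457364 to 4468779 on the minus strand. Its level was 71.5 ± 79.0 TPM (SD, n = 2 libraries), from 15.6 TPM in Rep1 and 127 TPM in Rep2, which rested on at least 22 and 3081 reads. This mean placed *ALOX15* at percentile 85.1 of the 14693 genes above 0 in at least 1 library. *ALOX5*, on chromosome 9 from 46585862 to 46646535, had a level of 20.2 ± 10.8 TPM (SD, n = 2), at percentile 64.1, from 27.8 TPM in Rep1 and 12.6 TPM in Rep2 and at least 17 and 132 reads. *ALOX5AP*, which encodes the protein that presents arachidonic acid to 5-lipoxygenase, lies on chromosome 17 from 9794390 to 9819196. It reached 16.2 ± 17.1 TPM (SD, n = 2), at percentile 60.2, from 4.10 TPM in Rep1, resting on at least 3 reads, and 28.3 TPM in Rep2, resting on at least 356. The remaining 4 genes were listed at 0 in Rep1. In Rep2, *ALOX12* (chromosome 16, 6754499 to 6768623) was at 2.81 TPM and *FPR2* (chromosome 19, 51505245 to 51516083) at 2.09 TPM. *FPR3* (chromosome 19, 51559338 to 51568306) was at 0.0475 TPM in Rep2, and *ALOX15B* (chromosome 16, 7838545 to 7848491) was listed at 0 there as well. A value of 0 in Rep1 was common at these levels. Among the 200 genes closest in Rep2 level, 51.5% for *ALOX12*, 48.5% for *FPR2* and 88.0% for *FPR3* were also listed at 0 in Rep1. These 3 transcripts were thus not detected in that library, which does not show that they were missing. *ALOX5*, *ALOX12* and *ALOX15B* each overlap an uncharacterized gene on the opposite strand in the annotation, and the lipoxygenase genes, like *FPR2* and *FPR3*, are paralogs. Reads shared between such genes could have been assigned to either, so these levels are uncertain to that extent.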

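The 3 levels named for these genes make 14 pairs of genes at different levels. On the mean and in Rep2, all 14 pairs stood in the order *ALOX15*, then *ALOX5* and *ALOX5AP*, then the other 4 genes. The levels were named from this same mean, so the order on the mean was fixed in advance, and Rep2 is part of that mean. In Rep1, 13 pairs did, because *ALOX5* was above *ALOX15*. Most of the 13 set a gene above 0 against one listed at 0 in Rep1. Rep1 was also lower than Rep2 in all 32 markers of oligodendrocytes, astrocytes, vascular cells and fibroblasts that were examined. Set against the spread between libraries, the difference between *ALOX15* and *ALOX5* was 1.23 on the log2(TPM + 1) scale, or 0.786 times the SD of a single library, estimated from the differences between the libraries in the 200 genes nearest to each in mean level. *ALOX5* and *ALOX5AP* differed by 0.414 SDs, with *ALOX5* higher in Rep1 and *ALOX5AP* higher in Rep2. Both were under 1 SD, also when the SD was taken about the mean difference of the nearest genes, which leaves out the general shift between the libraries (0.847 and 0.483 SDs). *ALOX5AP* was above *ALOX12* by 1.78 SDs. In Rep1 this pair sets a value that rests on at least 3 reads against one listed at 0, so Rep1 gives no separate measure of their order, and the same holds for *ALOX5AP* and the other genes listed at 0. *ALOX12* and *FPR2* differed by 0.135 SDs. The paper plots the mean TPM and, from it, states high expression of *ALOX15*, moderate expression of *ALOX5* and *ALOX5AP* and lower expression of the remaining genes (Fig. 2A).

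**Figure D1:**
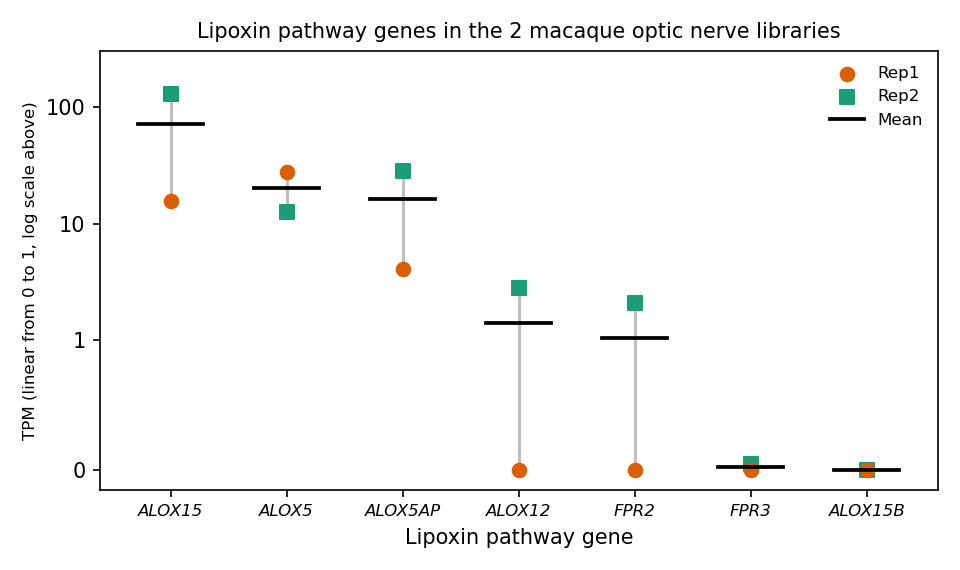
TPM of the 7 lipoxin pathway genes in each macaque optic nerve library, on an axis that is linear from 0 to 1 TPM and logarithmic above. Circles stand for Rep1, squares for Rep2 and black bars for their mean, and *ALOX15* lies above *ALOX5* in Rep2 (127 and 12.6 TPM) but below it in Rep1 (15.6 and 27.8 TPM).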

Consistent with gene expression, lipidomic analysis confirmed active eicosanoid pathways and lipoxin formation in primate optic nerves as evidenced by the presence of released arachidonic acid and significant levels of 5-HETE, 12-HETE, 15-HETE and LXB_4_ (Fig. 2B). The cell identity of the primary human brain astrocyte line was validated by positive staining with astrocyte-specific markers GFAP, Vimentin, Pax2, and CD44 (Fig. 2C). Primary human astrocytes, like primate optic nerves, also expressed the lipoxin biosynthetic pathway, namely *ALOX5* and *ALOX15*, and the LXA_4_ receptor *FPR2*, and lipidomic analyses confirmed endogenous formation of eicosanoids and lipoxins. Interestingly, cultured human brain astrocytes generated both LXA_4_ and LXB_4_ (Fig. 2D). These data demonstrate that neuroprotective lipoxins are formed within non-human primate optic nerves and can be generated by primary human brain astrocytes.

**Fig. 2:**
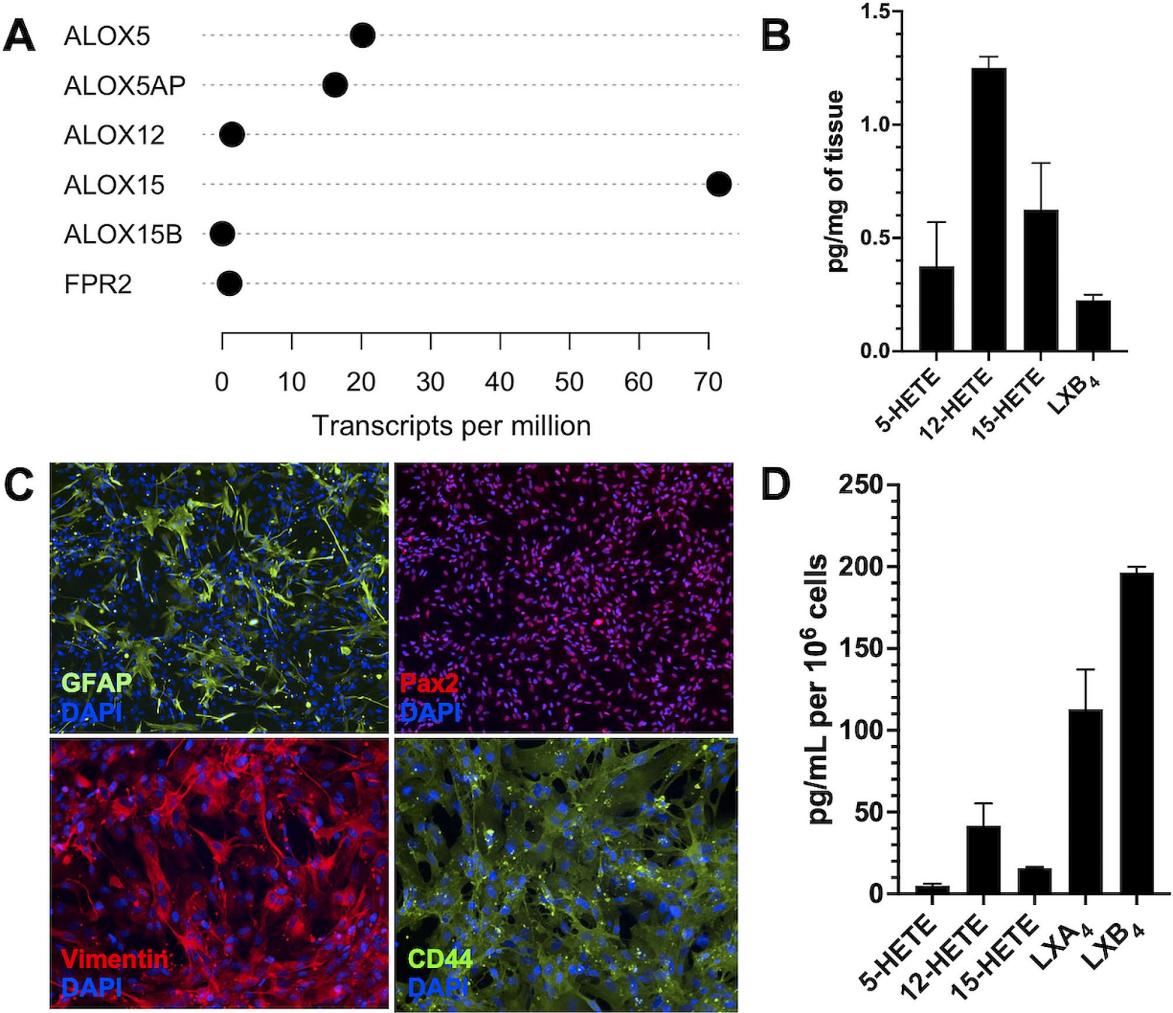
Expression of lipoxin pathway in optic nerve of primates and primary human brain astrocytes. **(A)** RNA-seq of the macaque optic nerve showing lipoxin pathway genes (*n* = 2). **(B)** LC−MS/MS-based lipidomic quantification of endogenous lipid mediators in primate optic nerve (*n* = 2). **(C)** Representative immunofluorescence images of primary human brain astrocytes stained with GFAP, Pax2, Vimentin, and CD44. **(D)** LC−MS/MS-based lipidomic quantification of endogenous lipid mediators in human brain astrocytes (*n* = 2)

### Validation of the mild chronic model of ocular hypertension

IOP and RGC density changes were assessed in control and silicone oil-injected eyes of mice. Figure 3A shows that IOP was significantly elevated in the silicone oil-injected eyes compared to control eyes. After 8 weeks mice were euthanized, and RGC density was assessed by staining flat-mounted retinas with the RGC marker, RBPMS (Fig. 3B). Peripheral RGC loss of 17% was observed in silicone oil-injected eyes compared to control eyes (Fig. 3C). Changes in RGC function were measured longitudinally using ERG measurements of pSTR. The average waveforms of pSTR were elicited by a flash intensity of -2.5 log cd.s/m^2^ at 8 weeks (Fig. 3D). The results indicated a loss of RGC function in hypertensive eyes compared to control normotensive eyes. Additionally, loss in ganglion cell complex (GCC) thickness, a clinically relevant biomarker of nerve fiber loss, was measured longitudinally by OCT (Fig. 3E). Mild ocular hypertension caused a significant 10% relative loss (*p* < 0.05) compared to normotensive control eyes (Fig. 3F). Overall, these results confirm that the injection of 1.2 µl of silicone oil established mild, chronic ocular hypertension and mild damage to the RGCs after 8 weeks. The sustained elevated IOP resulted in mild morphological and functional loss of RGCs.

**Fig. 3:**
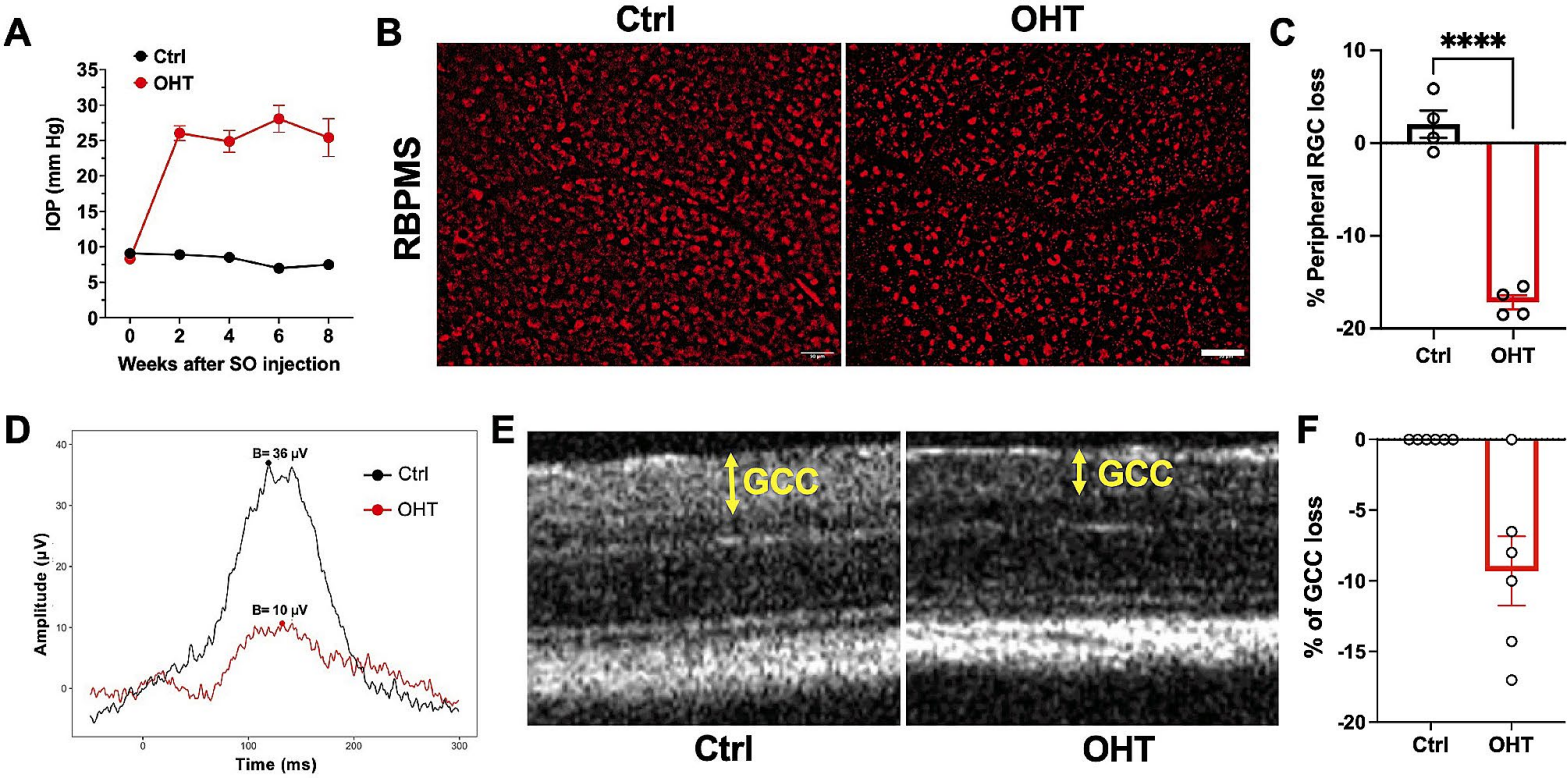
Validation of the silicone oil model. **(A)** IOPs were increased after silicone oil (SO) injection (*n* = 20). **(B)** Representative confocal images of flat-mounted retina sections showing surviving RBPMS-positive (red) RGCs at 8 weeks. Scale bar = 50 μm. **(C)** Bar graph indicates % of peripheral RGC loss. **(D)** Average ERG waveforms of RGC responses (pSTR, -2.5 log cd.s.m^− 2^) at 8 weeks for each group. **(E)** Representative OCT images of mouse retina at 8 weeks. GCC: ganglion cell complex, including RNFL, GCL, and IPL layers, indicated by double-ended yellow arrows. **(F)** Bar graph indicating the % reduction in GCC thickness at 8 weeks. (*n* = 4–6). ****p < 0.001. (Ctrl- Control; OHT- ocular hypertension)

### Dysregulation of lipoxin pathway in response to chronic mild ocular hypertension

Lipoxin pathway gene expression was analyzed in retinas from normotensive and hypertensive eyes at 2, 4, and 8 weeks to investigate the regulation of lipoxin pathway in response to chronic mild ocular hypertension. The results demonstrate that *Alox5AP* (5-lipoxygenase activating protein, FLAP), which is a cofactor required for full 5-LOX enzymatic activity, was significantly upregulated at 2 and 4 weeks, while there was no change in the levels of *Alox5* in response to ocular hypertension. Interestingly, the levels of *Alox15* and *Fpr2* were significantly upregulated initially at 2 and 4 weeks but significantly downregulated at 8 weeks (Fig. 4A). To investigate the functional dysregulation of the lipoxin pathway, four retinas were pooled at 4 weeks and analyzed by LC‒MS/MS-based lipidomics to establish formation and changes in eicosanoid and PUFA profiles. Lipidomic analysis demonstrated that arachidonic acid (AA) and the 15-LOX pathway marker, 15-HETE, were significantly decreased in response to ocular hypertension. In contrast, the 5-LOX pathway markers, 5-HETE, and 4-HDHA were significantly increased (Fig. 4B). These findings indicate that expression of the homeostatic lipoxin pathway is regulated during ocular hypertension and that activity of 5-LOX and 15-LOX is dysregulated.

**Fig. 4:**
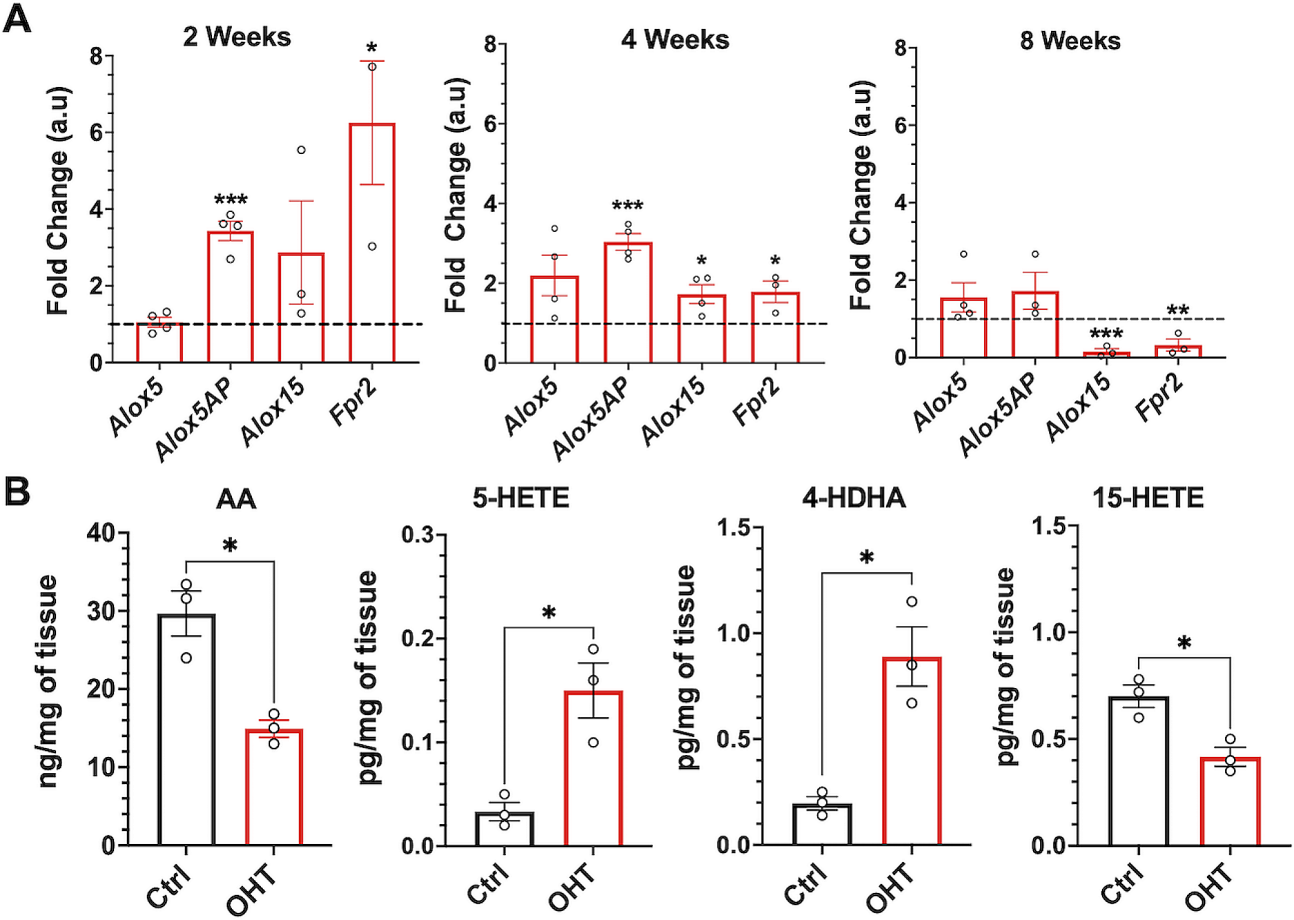
Regulation of lipoxin pathway in response to ocular hypertension. **(A)** The time course response of lipoxin pathway genes was analyzed by qPCR at 2, 4, and 8 weeks. The results were normalized to GAPDH and age-matched controls. *n* = 3–4 (2 retinas were pooled for each replicate). **(B)** LC‒MS/MS-based lipidomic quantification of endogenous lipid mediators in the mouse retina at 4 weeks, *n* = 3 (4 retinas were pooled for each replicate). *p < 0.05, **p < 0.01, **p < 0.001. (Ctrl- Control; OHT- ocular hypertension)

### Activation of Müller glia and astrocyte reactivity markers in response to ocular hypertension

The impact of mild ocular hypertension on astrocyte and Müller glial reactivity was assessed by immunofluorescence staining of retinal cross-sections with cell-specific reactivity markers from normotensive and hypertensive eyes. Expression of GFAP, an intermediate filament protein that is a marker of macroglial reactivity, was induced and upregulated in Müller glia and astrocytes, as early as 2 weeks after ocular hypertension (Fig. 5A) and remained upregulated in the retina for 8 weeks and was coincident with loss of RGCs as evidenced by RBPMS staining in the GCL layer (Fig. 5B). GFAP staining of retinal flat mounts also established marked reactive astrogliosis after 8 weeks of mild ocular hypertension (Fig. 5C). To investigate macroglia reactivity further, we measured glutamate aspartate transporter (GLAST) gene expression, which is highly expressed in Müller cells as part of their homeostatic function to support RGCs. GLAST expression was significantly decreased after 2 and 4 weeks of ocular hypertension (Fig. 5D). This dysregulation has also been previously observed in rat models of optic nerve injury [36]. Gene expression of signature astrocyte reactivity markers (*Gfap, Lcn2, Steap4, Gbp2, Serping1, and Fbln5*) were significantly upregulated in response to ocular hypertension at 2, 4, and 8 weeks compared to that in normotensive controls (Fig. 5E). These findings confirm that the early occurrence of macroglia reactivity is a characteristic feature in this mouse model of mild ocular hypertension-induced retinal injury.

**Fig. 5:**
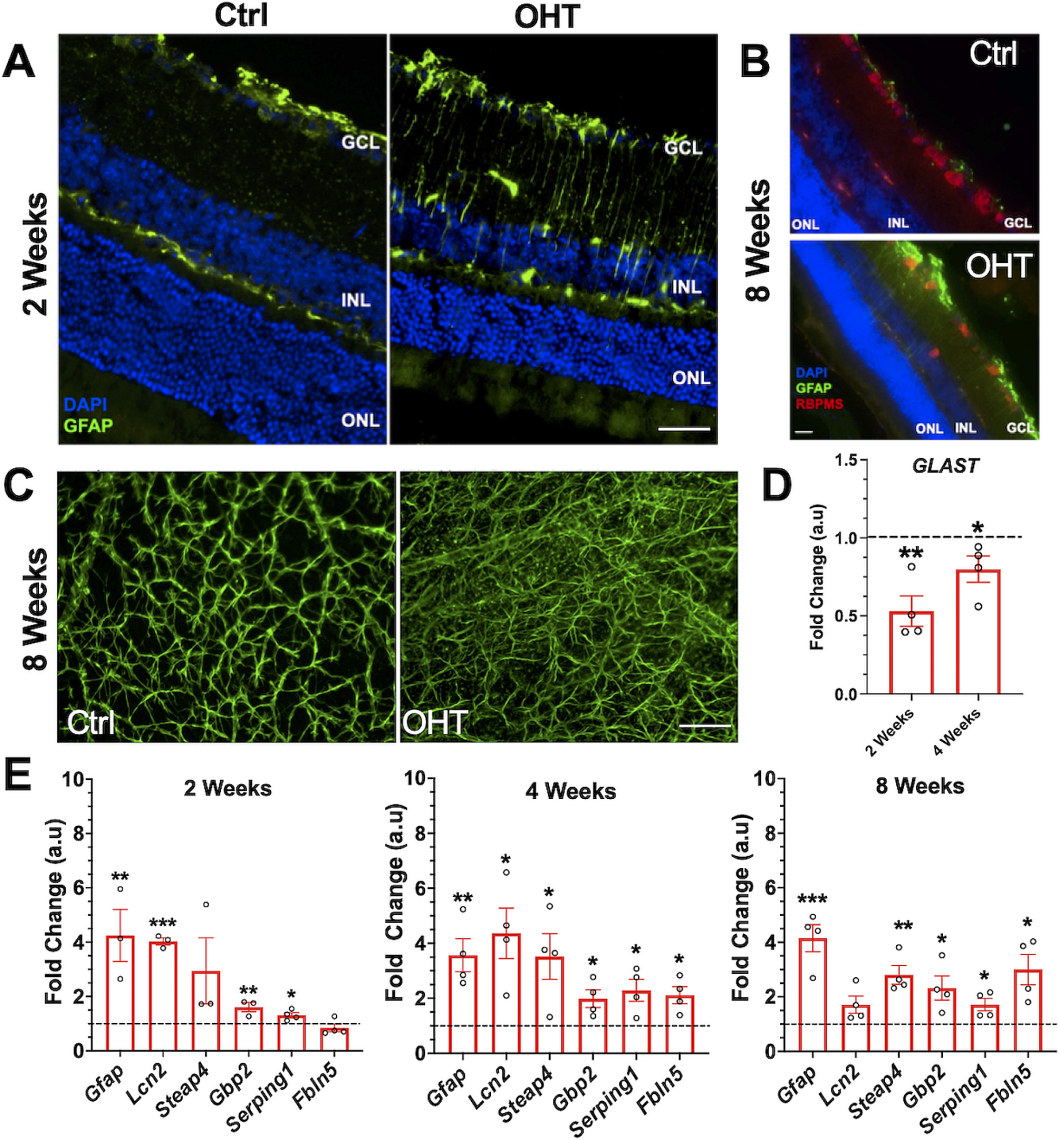
Regulation of macroglia reactivity in response to ocular hypertension. **(A)** Representative immunofluorescence images of GFAP (green) at 2 weeks, and **(B)** GFAP (green) RBPMS (red) at 8 weeks of ocular hypertension. Nuclei were labeled with DAPI. All images were obtained using a 40x objective. Scale bar = 50 μm. Labels: ganglion cell layer (GCL), inner nuclear layer (INL), outer nuclear layer (ONL). **(C)** Representative images of a portion of flat-mounted retinas stained with GFAP (green) at 8 weeks. **(D)** Muller glia reactivity gene, GLAST, was analyzed by qPCR at 2 and 4 weeks. The results were normalized to GAPDH. **(E)** Astrocyte markers were significantly upregulated at 2, 4, and 8 weeks when analyzed by qPCR. The results were normalized to GAPDH and controls. *n* = 4 (2 retinas were pooled for each replicate). *p < 0.05, **p < 0.01, **p < 0.001. (Ctrl- Control; OHT- ocular hypertension)

### Therapeutic LXB_4_ treatment reduces astrocyte and Muller glial reactivity in the mouse retina

We next assessed whether the neuroprotective actions of lipoxins in ocular hypertension [33] include regulation of macroglia reactivity. Therapeutic LXB_4_ methyl ester treatment (*n* = 8, 5 ng/g IP; 0.5 ng/g topical) was initiated after 1 week of ocular hypertension and administered every other day until the 4th week. The dosing and preparation of lipoxins were based on previous studies [6, 33]. qPCR analysis of markers of macroglia reactivity established that treatment with LXB_4_ resulted in a significant upregulation of GLAST. In addition, LXB_4_ treatment significantly downregulated astrocyte reactivity markers such as *Lcn2* and *Steap4*. The levels of *Gbp2*, *Serping1, and Fbln5* remained unchanged (Fig. 6). These findings identify a potentially new mechanism for the neuroprotective actions of LXB_4_ treatment, namely reversing macroglia reactivity.

**Fig. 6:**
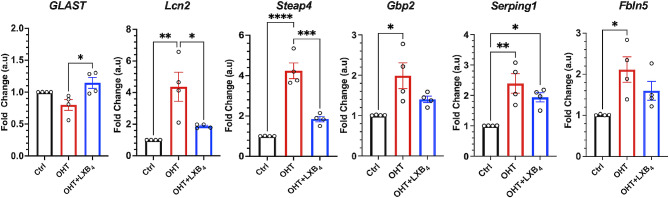
Effect of LXB_4_treatment on astrocyte reactivity markers in the mouse retina. LXB_4_ methyl ester treatment (*n* = 8, 5 ng/g IP; 0.5 ng/g topical) was started after one week of silicone oil injection every other day until the 4th week. Treatment with LXB_4_ modulates astrocyte reactivity genes in the ocular hypertension model, *n* = 4 (2 retinas were pooled for each replicate). (Ctrl- Control; OHT- ocular hypertension). *p < 0.05, **p < 0.01, ***p < 0.001

### LXB_4_ treatment modulates the lipoxin pathway in primary human brain astrocytes

To establish macroglia-specific actions for LXB_4_, we used primary human brain astrocytes that express a fully functional lipoxin pathway identical to that found in the mouse primary retinal astrocytes (Fig. 2D). To induce astrocyte reactivity, cells were treated with established inflammatory cytokines, which are also generated in the retina in response to ocular hypertension [20]. qPCR analysis confirmed that cytokine treatment significantly upregulated reactive astrocyte markers, including *LCN2, SERPING1*, and *C3*, in primary human brain astrocytes. LXB_4_ treatment significantly downregulated these astrocyte reactivity markers (Fig. 7A). Immunofluorescence analysis of LCN2 was consistent with the qPCR findings. These results establish direct regulation of astrocyte reactivity as a new bioaction of LXB_4_.

**Fig. 7:**
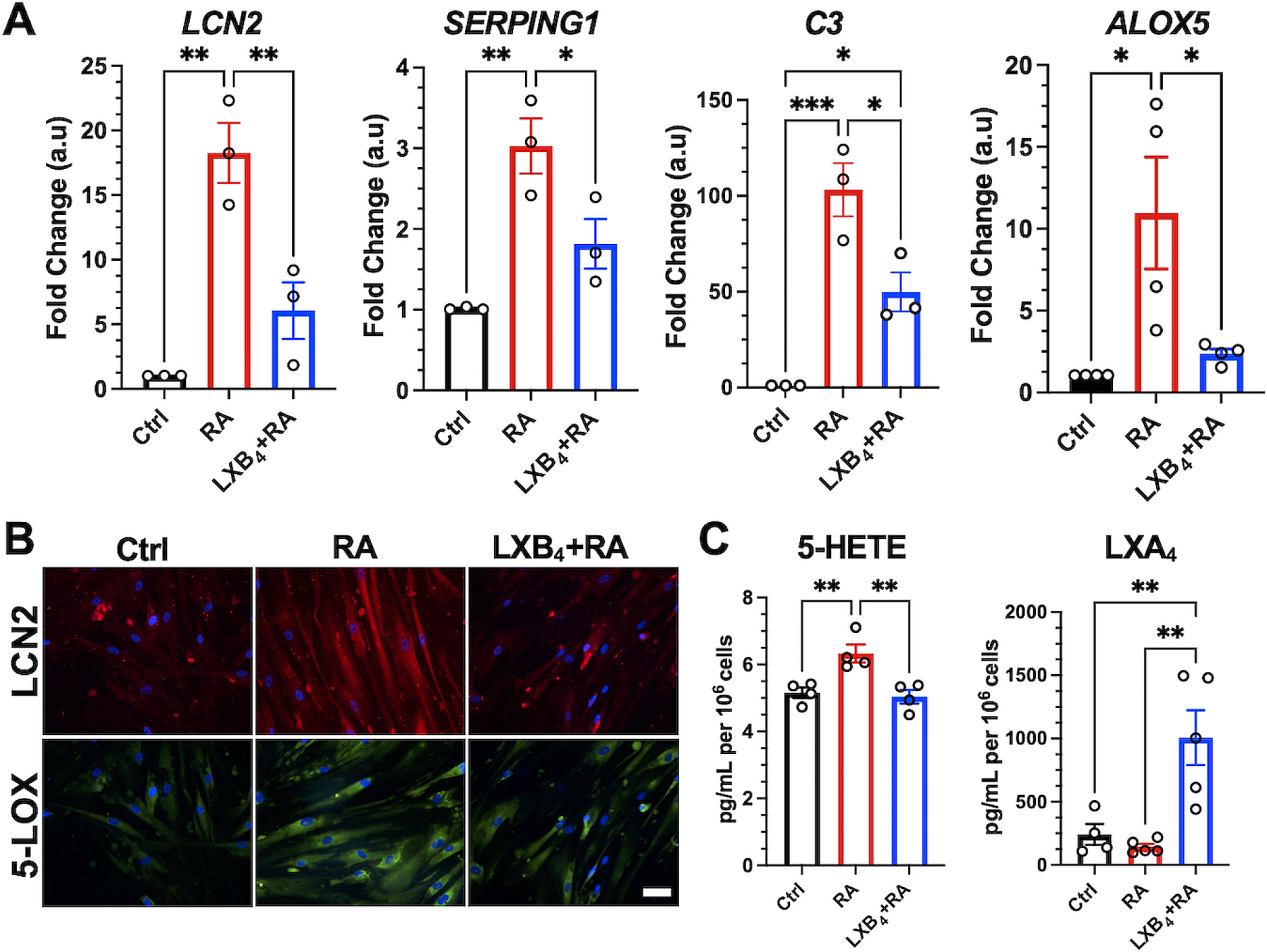
Effect of LXB_4_ treatment on lipoxin pathway in human brain astrocytes. **(A)** Astrocyte reactivity genes analyzed by qPCR. The results were normalized to GAPDH. Data are presented as the mean ± SEM, *n* = 3–4. **(B)** Representative immunofluorescence images of LCN2 and 5-LOX. Nuclei were labeled with DAPI. **(C)** LC‒MS/MS-based lipidomic quantification of endogenous lipid mediators, *n* = 4–5. (Ctrl-untreated control astrocytes, RA- reactive astrocytes). *p < 0.05, **p < 0.01, ***p < 0.001

Reactive astrocytes also showed increased gene expression of 5-LOX (ALOX5) compared to controls. LXB_4_ treatment reduced 5-LOX expression in reactive astrocytes (Fig. 7A and B). Hence, we examined the functional consequence of LXB_4_ regulation of 5-LOX expression in reactive astrocytes. Consistent with changes in 5-LOX gene expression (Fig. 7B), 5-HETE formation was significantly increased in reactive astrocytes, and LXB_4_ treatment reduced 5-HETE generation. More importantly, reactive astrocytes generated less LXA_4_, but LXB_4_ treatment restored and amplified LXA_4_ formation in reactive astrocytes (Fig. 7C). Concentrations of added LXB_4_ in media remained high after 24 h, so we were unable to assess whether LXB_4_ treatment also amplified endogenous astrocyte LXB_4_ formation. These findings suggest LXB_4_ restores the homeostatic phenotype, and both recovers and amplifies neuroprotective lipoxin formation in cytokine-challenged primary human astrocytes.

## Discussion

Glaucoma results in the gradual loss of retinal ganglion cells (RGCs), leading to irreversible vision loss [19]. Astrocyte reactivity is a key pathological mechanism that contributes to the neurodegeneration of RGCs in glaucoma, as astrocytes play a crucial role in maintaining the health and function of RGCs [2]. Recently, we identified that lipoxins (LXA_4_ and LXB_4_) derived from astrocytes promote neuroprotection against acute and chronic injury in the retina by directly acting on RGCs [33]. However, the regulation of lipoxin formation in the retina and the extent of its neuroprotective activity in glaucoma remains to be defined.

Our study revealed that astrocytes express 5-LOX and 15-LOX, two enzymes essential for lipoxin generation by a single cell [14, 55, 56]. We assessed the functional activity of the lipoxin pathway through LC‒MS/MS-based lipidomics and confirmed the presence of endogenous lipoxin formation and activity of 5-LOX and 15-LOX in rodent and primate astrocytes, retina, and optic nerves. Notably, we observed lipoxin formation in the optic nerves of nonhuman primates, which, to our knowledge, has not been previously reported. Additionally, we demonstrated formation of both LXA_4_ and LXB_4_ by primary human brain astrocytes, aligning with a recent study reporting lipoxin formation in astrocytes of human brain organoids using ELISA [40]. Astrocytes, the most abundant cell type in the central nervous system, play vital regulatory roles in neurogenesis, synaptogenesis, blood‒brain barrier permeability, and extracellular homeostasis, impacting various aspects of brain function [46]. These results emphasize the potential significance of the resident neuroprotective lipoxin pathway not only in the retina but also in the brain and optic nerve [27, 33]. Furthermore, our findings indicate that the lipoxin pathway is well conserved across various species during evolution.

5-LOX is required to generate leukotrienes, which are proinflammatory lipid mediators, and this enzyme has been implicated in promoting proinflammatory lipid mediator synthesis in various neurodegenerative diseases [41]. However, 5-LOX is also required for generating lipoxins and most of the proresolving lipid mediators (SPMs) [27, 43, 55]. Hence, the role of 5-LOX is context- and cell-dependent. In the retina, 5-LOX has been identified as the essential enzyme for the protective actions of dietary DHA supplementation in retinopathy of prematurity [42]. Moreover, in 5-LOX knockout mice, autoimmune uveitis pathogenesis is markedly amplified, and in a retinal model of glutamate excitotoxicity, 5-LOX inhibition amplifies retinal ganglion cell death [33]. These findings indicate that in the retina, homeostatic 5-LOX is protective.

The function of 5-LOX, namely the products this pathway generates, depends on the balanced interaction with 15-LOX, an interaction that leads to lipoxin formation. 15-LOX is highly expressed in epithelial cells of healthy mucosal tissues, retinal pigmented epithelial cells, tissue-resident homeostatic macrophages, immune regulatory macrophages and polymorphonuclear leukocytes (PMNs) [4, 15, 17, 53]. 15-LOX has immunoregulatory and wound healing roles important for maintaining tissue homeostasis, especially in the eye [4, 15, 18, 53]. A key feature of an immune-regulatory and pro-resolving phenotype of PMN is high expression of 15-LOX to enable generation of lipoxins [15, 29]. Dysregulation of the balanced expression and function of 5- and 15-lipoxygenases has been implicated in several neurodegenerative diseases [27] and deletion of either 5-LOX or 15-LOX amplifies experimental allergic encephalomyelitis in mice [11]. Our findings reveal a shift in the homeostatic balance of 5-LOX and 15-LOX activities in the retina and astrocytes as a feature of reactivity and ocular hypertension-induced pathogenesis. Astrocyte reactivity and retinal response to ocular hypertension correlated with an increase in 5-LOX and a decrease in 15-LOX activity. Interestingly, our findings of dysregulated lipoxygenase activity are consistent with previous studies that have reported increased levels of 5-LOX activity in Alzheimer’s disease (AD) [8, 13, 24]. Additionally, a separate study reported decreased levels of 15-LOX in the CA1 region of the hippocampus in patients with moderate to severe stages of AD [34]. In contrast, several studies have demonstrated that inhibition of mouse 12/15-LOX enzymes can reduce ischemic injury and diabetic pathogenesis [1, 50]. In short, there is a complex interplay between 5- and 15- LOX, and their regulation and dysregulation are a key feature of neurodegenerative diseases such as Alzheimer’s disease and glaucoma.

Our study identified a novel target for the neuroprotective effects of LXB_4_, demonstrating its ability to inhibit astrocyte reactivity both in vitro and in vivo. Astrocytes play a crucial role in maintaining the health and function of RGCs and the vasculature in the retina and optic nerve. Astrocyte reactivity has been implicated as a key pathological feature in various neurodegenerative diseases, including glaucoma [5, 25]. Our findings establish, for the first time, a direct action of LXB_4_ on macroglia by downregulating key reactive markers in primary human astrocytes in vitro. This finding highlights the significance of LXB_4_ as an autocrine and/or paracrine signal in astrocytes, similar to its established role in the PMN, the primary cell type that generates lipoxins, but also the primary cell target to downregulate their proinflammatory function during acute inflammation [15, 44, 55]. Thus, our results suggest that LXB_4_ serves as autocrine and/or paracrine signals in astrocytes, downregulating their reactive phenotype. One limitation of the current study is that changes in protein levels or function were not assessed for all the genes that showed significant changes in RNA expression.

Previous studies have demonstrated the anti-inflammatory effects of lipoxins in various neuroinflammatory diseases, indicating their therapeutic potential [58]. However, the source of lipoxins in the central nervous system and the potential targets for their protective actions have not been thoroughly investigated. Our study reveals that LXB_4_ treatment restores and significantly amplifies the generation of LXA_4_, another lipoxin with distinct bioactions, in reactive astrocytes. The specific receptor for LXB_4_, distinct from the LXA_4_ receptor Fpr2/ALX, remains to be identified, as does the mechanism underlying the upregulation of lipoxin formation in astrocytes. LXB_4_ treatment reduced amplified 5-LOX activity in reactive human astrocytes, suggesting that restoring the balanced interaction between 5-LOX and 15-LOX may partly explain the restoration of lipoxin production in astrocytes. One limitation of the study includes the use of primary brain astrocytes cultured in 2% serum, which may not fully replicate in vivo conditions. However, they express all the astrocyte reactivity genes that are expressed in vivo, and their ease of reactivity enables us to thoroughly investigate the specific pathways and mechanisms of neuroprotective LXB_4_ treatment.

## Conclusions

The lipoxin pathway is functionally expressed in retina and brain astrocytes, and optic nerves of rodents and primates, and is a resident neuroprotective pathway that is downregulated in reactive astrocytes. Novel cellular targets for LXB_4_’s neuroprotective action is inhibition of astrocyte reactivity and restoration of lipoxin generation. Amplifying the lipoxin pathway is a potential target to disrupt or prevent astrocyte reactivity in neurodegenerative diseases.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

The RNA sequencing data from the macaque study conducted in this research has been deposited in the GEO under the accession code GSE241131.

## Abbreviations

LXB_4_: Lipoxin B_4_
LXA_4_: Lipoxin A_4_
IOP: Intraocular Pressure
RGCs: Retinal Ganglion Cells
LOX: Lipoxygenase
ERG: Electroretinogram
OCT: Optical Coherence Tomography
LC-MS/MS: Liquid Chromatography-tandem Mass Spectrometry
AA: Arachidonic Acid
PUFA: Polyunsaturated Fatty Acids
HPLC: High-Performance Liquid Chromatography
ONL: Outer Nuclear Layer
INL: Inner Nuclear Layer
GCL: Ganglion Cell Layer
GCC: Ganglion Cell Complex
SPM: Specialized Pro-resolving lipid Mediators
PMN: Poly Morphonuclear leukocytes

# Supplementary material for: Dysregulation of neuroprotective lipoxin pathway in astrocytes in response to cytokines and ocular hypertension​
**Source:** Acta Neuropathol Commun. 2024 Apr 12;12:58. doi: 10.1186/s40478-024-01767-2
**Supplement:** Supplementary file 1 — Supplementary Material 1

| **Primers** | **Forward Sequence 5'- 3'** | **Reverse Sequence 5'- 3'** |
| --- | --- | --- |
| *Gapdh* | TGGCCTTCCGTGTTCCTAC | GAGTTGCTGTTGAAGTCGCA |
| *Alox5* | ACAGCTTATCTGCGAGTATGG | GGGAAACACAGGGAGGAATAG |
| *Alox5AP* | GCATGAAAGCAAGGCGCATAA | GGTACGCATCTACGCAGTTCT |
| *Alox15* | GCGACGCTGCCCAATCCTAATC | ATATGGCCACGCTGTTTTCTACC |
| *Fpr2* | GCCAGGACTTTCGTGAGAGAT | GTAGAACTGGTGCTTGAATCACT |
| *Serping-1* | GAACTTGGACCAGGACGCAG | GCTGGTAGCTTCGGGATCTG |
| *Gfap* | GAAACCAACCTGAGGCTGGA | CCACATCCATCTCCACGTGG |
| *GLAST* | GTCGCGGTGATAATGTGGTA | AATCTTCCCTGCGATCAAGA |
| *Steap-4* | CCTCGCCGCAGTAATGGAG | CCCGAAATCTCCTGTTCCGA |
| *Fbln5* | GGCTGTGAGACAAGCAGAAGT | GGTAACAGTGAGTATCATGCGTC |
| *LCN2* | CCACCACGGACTACAACCAG | AGCTCCTTGGTTCTTCCATACA |
| *Gpb2* | GGAGAGTGCTGTGCTGACTT | GGCTACCAGCAGTTCCCTA |

**Table 1: Sequence of Mouse Forward and Reverse Primers**

# Supplementary material for: Dysregulation of neuroprotective lipoxin pathway in astrocytes in response to cytokines and ocular hypertension​
**Source:** Acta Neuropathol Commun. 2024 Apr 12;12:58. doi: 10.1186/s40478-024-01767-2
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Table 2: Sequence of Human Forward and Reverse Prime**

| **Primers** | **Forward Sequence 5'- 3'** | **Reverse Sequence 5'- 3'** |
| --- | --- | --- |
| *GAPDH* | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCATGG |
| *ALOX5* | TCAACTTCGCCAGTACGAC | TCTGCTCAATGGTCACCACG |
| *ALOX15* | TCAGGTTCCCTTGTTACCGC | GTTTCCCCACCGGTACAACT |
| *FPR2* | AGTCTGCTGGCTACACTGTTC | TGGTAATGTGGCCGTGAAGA |
| *SERPING-1* | GGGATGCTTTGGTAGATTTCTCC | GAGGATGCTCTCCAGGTTTGT |
| *LCN2* | GAAGTGTGACTACTGGATCAGA | ACCACTCGGACGAGGTAACT |
| *C3* | GGGGAGTCCCATGTACTCTATC | GGAAGTCGTGGACAGTAACAG |

# Supplementary material for: Dysregulation of neuroprotective lipoxin pathway in astrocytes in response to cytokines and ocular hypertension​
**Source:** Acta Neuropathol Commun. 2024 Apr 12;12:58. doi: 10.1186/s40478-024-01767-2
**Supplement:** Supplementary file 3 — Supplementary Material 3

**Supplementary Figure 1: An Overview of Lipoxins Biosynthesis**

**
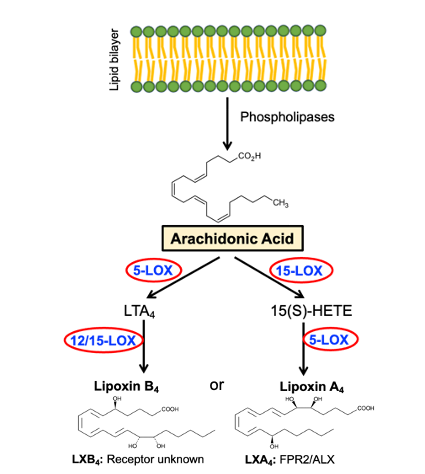
**

**Suppl. Fig. 1:** LXA_4_ and LXB_4_ are synthesized from arachidonic acid through sequential oxygenation by actions of 5-LOX and 12/15-LOX enzymes. LOX-Lipoxygenases.

**Supplementary Figure 2: Sketch of a flat-mounted retina showing central (C) and peripheral (P) regions.**

**
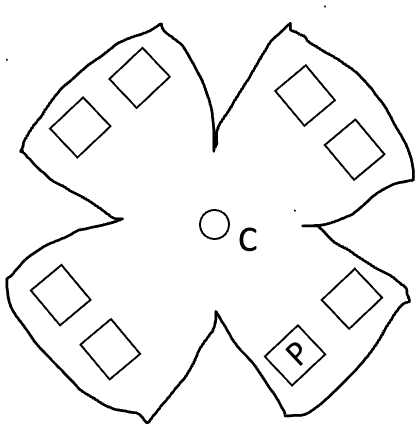
**

**Suppl. Fig. 2:** After immunostaining, whole retinal flat mounts with RBPMS, eight fields were sampled from each retina's peripheral (indicated with square boxes) areas to determine RGC counts. The circle in the center is the position at which the optic nerve exits the eye.

**Supplementary Figure 3: Confirmation of RNA quality**

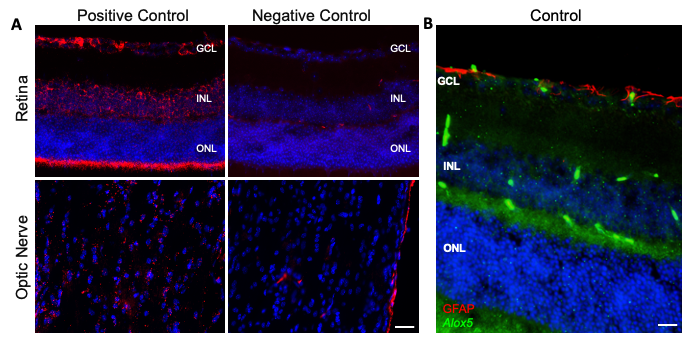

**Suppl. Fig. 3:** A. Using mRNA probes, representative images of positive and negative controls RNAscope ISH (red) of the retina and optic nerve. B. Representative images of RNAscope ISH (green), colocalized with GFAP protein (red) of the retina using mRNA probes for *Alox5*. Nuclei were labeled with DAPI to distinguish the nuclear layers of the retina. All images were obtained using a 40X objective. Scale bar = 50 µm. Labels: ganglion cell layer (GCL), inner nuclear layer (INL), outer nuclear layer (ONL).

How the deposited data were processed for this re-analysis (not part of the article)

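The data were bulk RNA-seq of untreated macaque optic nerves, 1 condition with 2 libraries. The authors demultiplexed the reads with bcl2fastq2, checked them with FastQC 0.11.9, removed adapters and bases of low quality with Trim Galore! 0.6.6, aligned the reads to Mmul_10 with STAR 2.7.1a and RefGene annotation, and counted reads per gene with FeatureCount 1.5.3. In R 4.2.0 they normalized the counts to TPM, and the deposited table holds the TPM of 16684 genes in each of 2 libraries, not pooled. TPM depends on the gene lengths used and on all other genes of the library, so a transcript that takes a large share in 1 library lowers every other value there. The table's columns are named Rep1 and Rep2, and nothing pairs them with the individual sample titles, so they were used as replicates of the condition under these names. All 16684 symbols were found in the RefSeq annotation of Mmul_10, which gave coordinates, transcript lengths and GC content. Of the listed genes, 16275 were annotated as protein coding and 399 as microRNA, whereas the annotation holds 21122 protein-coding genes. No mitochondrially encoded gene was among the listed genes, so the alternative that leaves out such genes and the 10 most abundant genes removed only the latter.

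The values were analysed with Python 3.11, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Levels were taken as deposited, with the mean and SD of the libraries, and as percentiles among genes above 0 in at least 1 library. Differences were taken on the log2(TPM + 1) scale, which understates the change of low genes. The SD of a single library came from the differences between the libraries in the 200 genes nearest in mean level, taken about 0, so that it includes the general shift between the libraries, which is left out when the SD is taken about the mean difference of those genes. Gene lists were compared by the median difference between Rep1 and Rep2, given as a percentile among 10000 random lists matched on mean level in 20 bins, which describes these libraries and is not a test of a condition. No p-value across genes was computed. Relative depth was obtained from the ratios of the values of each gene, written as the smallest whole read numbers, and the absolute number of reads remains unknown. A table of TPM gives no confidence interval or detection limit per gene.

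The lists, the rule for naming genes and the alternatives were set before the data were examined, except where stated otherwise. The rule named every gene the paper names, the genes of the lists, and the 10 genes with the highest mean TPM. Those 10 included *MBP*, *PTGDS*, *ACTB*, *TMSB4X*, *UBB*, *SPARC*, *DDX5*, *EIF4G2* and *RAP1B*. The lists were the lipoxin pathway, other eicosanoid genes, the paper's astrocyte identity and reactivity markers, markers of oligodendrocytes, astrocytes, microglia and macrophages, endothelial cells and pericytes, fibroblasts of the meninges, erythrocytes, neutrophils and eosinophils, retina and neurons, Y-linked genes, and housekeeping genes. A second list of 20 photoreceptor genes was written after the first retinal genes had been seen, before its own values were looked at. Alternatives were a pseudocount of 0.1, scaling by the median of ratios, leaving out the 10 most abundant genes, the geometric mean, other sets of genes, the 500 nearest genes, and each library alone. Scaling Rep1 to the optic nerve markers of Rep2 and taking the SD about the mean difference of the nearest genes were chosen after seeing the data.

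The methods were tested on simulated data for the 16684 genes. The relative value of a read was set to 16.4 and recovered as 16.4, and the smallest read numbers were right for 99.99% of 12894 genes. A single-library SD of 0.5 was recovered as 0.491, but only on unchanged genes above the level of every lipoxin pathway gene. The highest of those, *ALOX15*, had a mean log2(TPM + 1) of 5.53 and an estimated SD of 1.52. The simulation therefore does not show how well the SD is estimated at the levels and spread of the pathway genes. All 25 lists of 8 genes changed in the simulation passed the upper bound of the central 95 percent of the random lists, and 6.5% of 200 unchanged lists fell outside that range. *GBP2*, *PTGR1* and *XIST* were not analysed here, and the values of some single genes are not reported here. The lipidomic, mouse and human astrocyte experiments of the paper were not analysed here.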

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

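The tests in this part on few reads and on RNA of another organism were chosen after the result was seen, whereas those on the second photoreceptor list and on GC content and length were set before their results were known.

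Genes of the retina, which the paper does not report on, were present in Rep1 above 3 reads, the number that a count of 0 allows. *GNAT1* was at 2763 TPM in Rep1 and 1.56 TPM in Rep2. *PDE6A* was at 3.15 TPM in Rep1, *RPE65* at 6.05 TPM and *RCVRN* at 2.80 TPM, of which *RPE65* was higher in Rep2, at 13.1 TPM. The list of 8 retinal genes had a median log2 difference of 2.69 (Rep1 minus Rep2), at percentile 100 of the random lists, and of 3.22 after scaling by the median of ratios. *CRX* was listed at 0 in Rep2 and stood at 9.76 TPM in Rep1. *SAG* did not rise, with 1.74 TPM in Rep1 and 1.82 TPM in Rep2. In Rep2, 6 of the 8 retinal genes were also above 0. The libraries carry the same condition, so no biological explanation was tested.

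Few reads in Rep1 are argued against as the whole cause by the random lists, which were matched on level and come from the same amplified library, so that they carry the same noise. The medians of both photoreceptor lists lay at percentile 100 of them, with 2.69 against a random mean of -1.57 (SD 0.734) for the first list and 0.43 against -0.63 (SD 0.327) for the second. The second median falls between *PDE6B* (0.387) and *NRL* (0.470). Each of these has a smallest read number of 1 in Rep1, a lower bound, so the second list is the weaker argument. The noise of a single gene is not bounded by its reads, such as the 1340 or more of *GNAT1*, since amplified copies of 1 molecule are not independent. A trend on GC content, transcript length and mean level took up 15.3% of the variance of the differences. With it removed, the median of the 8 retinal genes was 4.95, at percentile 100 of the random lists, which argues against that trend as the cause. The 2.69 before has another baseline, because removing the trend also takes out the general difference between the libraries. That difference had a median of -1.52 in genes with a mean of at least 1 TPM, so the rise from 2.69 to 4.95 carries no meaning of its own. Retinal tissue of the macaque carried over with the nerve would raise photoreceptor genes together, and 6 of the 18 detected genes of the second list were at least 4-fold higher in Rep1, among them *GNAT2* at 200 TPM, *PDC* at 103 TPM and *TULP1* at 88.2 TPM, whereas 6 were listed at 0 there. Retinal RNA of another organism that aligns only in part to the macaque genome could also split the photoreceptor genes, and 16 genes of both lists were less than 4-fold higher in Rep1. These explanations cannot be told apart, because low photoreceptor genes in Rep1 need not have been low in the RNA. More genes were listed at 0 there than random thinning of independent reads gives, and no other genome was used here. *OTX2* (769 TPM in Rep1, 0.0633 TPM in Rep2), *PDE6G* (514 and 0.172 TPM) and *NEUROD1* (740 TPM, listed at 0 in Rep2) were chosen after their values were seen.

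Eicosanoid genes outside those the paper discusses were present in Rep2 above the same number of reads. *PTGDS*, which encodes a prostaglandin D synthase, was at 13774 TPM in Rep2, the highest of the list, and at 1750 TPM in Rep1. *LTC4S* was at 12.9 TPM in Rep1 and 45.6 TPM in Rep2, and *EPHX2* at 3.90 and 38.3 TPM. *LTA4H* was at 23.5 TPM in Rep1 and 21.7 TPM in Rep2, and *HPGDS* at 1.72 and 15.1 TPM. *TBXAS1* was at 11.7 TPM in Rep1 and 4.61 TPM in Rep2, *CYSLTR1* at 1.41 and 2.83 TPM and *PLA2G4A* at 0.840 and 0.416 TPM. Of the 15 genes of this group above 0 in at least 1 library, 3 were higher and 12 lower in Rep1. Of the same 15 genes, 7 were listed at 0 in Rep1. Of the 16 listed genes of this group, *PTGS2* was at 25.5 TPM in Rep2 and listed at 0 in Rep1, and *ALOX12B* was listed at 0 in both libraries. The list's median log2 difference was -1.20, at percentile 39.7 of the random lists, so as a group these genes differed between the libraries no more than other genes of their level. No technical or biological explanation was tested for their levels.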

How the results depend on the processing

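No paired analysis was possible because the data hold 1 condition. For 39 results, 75 values under alternatives other than a single library stayed within the spread or direction set for them, 21 moved beyond it and 2 changed sign. Of the values from a single library, 28 stayed within it and 2 moved, but each of 2 libraries always lies 0.707 SDs from their mean, so for the mean TPM this says nothing about stability. The SD is wide, being at least the mean for 5 of the 7 lipoxin pathway genes, so few changes of a mean would exceed it. The mean of *ALOX15* ran from 45.2 to 93.9 TPM under the scaling and averaging alternatives set before the data were examined and from 15.6 to 127 TPM between the single libraries. With Rep1 scaled to the optic nerve markers of Rep2, which was chosen after seeing the data, the mean of *ALOX5* was 89.3 TPM and that of *ALOX15* was 110 TPM, because that scaling multiplies Rep1 by 5.98.

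Percentiles of low genes followed the set of genes they were ranked in. Among all listed genes, *FPR2* was at percentile 29.8 and *FPR3* at 13.0. Among genes with a mean of at least 1 TPM, *ALOX12* was at percentile 3.93 and *FPR2* at 0.421, and *ALOX15B* and *FPR3* gave no value there because their means are lower. Taking each library alone, the percentile ran from 0.310 to 15.1 for *ALOX15B* and from 2.02 to 15.1 for *FPR3*, where the upper values come from the tie of all genes listed at 0 in Rep1. Pearson r was 0.745 over all listed genes and 0.594 over genes with a mean of at least 1 TPM. The first exceeds 0.708 because genes at 0 in both libraries were added, and the cause of the fall in the second was not tested. With the SD taken about the mean difference of the nearest genes, which was chosen after seeing the data, the difference between *FPR3* and *ALOX15B* rose to 2.83 SDs, since this alternative takes the mean difference between the libraries out of the SD, which fell from 0.0421 to 0.0118 for these genes.

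With a pseudocount of 0.1, the median log2 difference was -2.89 for the lipoxin pathway, -2.68 for other eicosanoid genes, -2.28 for erythrocytes, -1.66 for neutrophils and eosinophils, and 5.43 for the retina, as a smaller pseudocount widens the differences of low genes. Scaling by the median of ratios, which raises Rep1 against Rep2, gave -1.36 for the paper's astrocyte identity markers, -1.53 for its reactivity markers, -0.60 for other eicosanoid genes, -0.90 for astrocytes, -1.51 for microglia and macrophages, -0.97 for endothelial cells and pericytes, -0.22 for neutrophils and eosinophils, and 1.18 for the second photoreceptor list. The neuron list reversed to 0.64 and the Y-linked list to 0.063 under this scaling. Among genes that differed at least 2-fold, 23.6% were higher in Rep1 as deposited and 41.8% after it. The number of such genes stayed within 1.5 times, from 8116 to 9703. The depth of Rep1 limits the genes at the lower levels, where a value of 0 does not show absence.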

Differences from the paper's values

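The means of the 6 genes plotted in Fig. 2A lay within 1.5 times of the values read from it, and *ALOX15B* was at 0 in both. For *ALOX15* the paper shows about 72 TPM in Fig. 2A, read by eye, and the mean here was 71.5 TPM. Of the alternatives set before the data were examined, the geometric mean gave 45.2 TPM and the single libraries gave 127 and 15.6 TPM for *ALOX15*, each over 1.5 times away from about 72 TPM in Fig. 2A, read by eye. Other genes also departed by over 1.5 times under some of these alternatives. The single libraries gave 4.10 and 28.3 TPM for *ALOX5AP* against about 16 TPM in Fig. 2A, read by eye, and Rep2 alone gave 12.6 TPM for *ALOX5* against about 20 TPM in Fig. 2A, read by eye. For *ALOX12*, Rep2 gave 2.81 TPM, Rep1 listed 0 and the median of ratios gave 0.929 TPM, against about 1.4 TPM in Fig. 2A, read by eye. For *FPR2*, Rep2 gave 2.09 TPM, Rep1 listed 0 and the median of ratios gave 0.692 TPM, against about 1.1 TPM in Fig. 2A, read by eye.

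The paper ranks *ALOX15* above *ALOX5*. In Rep1 *ALOX5* was at 27.8 TPM and *ALOX15* at 15.6 TPM, whereas Rep2 and the mean, from which the paper named its levels, had the paper's order. The paper describes *ALOX15B* as expressed at a lower level, and it was listed at 0 in both libraries. *FPR3*, which the paper also names as expressed at a lower level, was listed at 0 in Rep1 and stood at 0.0475 TPM in Rep2.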

Other observations

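In this part, the test of depth alone was set before its result was known, and the other tests were chosen after the results they bear on had been seen.

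Markers of optic nerve cells were lower in Rep1 than in Rep2. The median log2 difference (Rep1 minus Rep2) was -2.43 for oligodendrocytes (percentile 0.93 of the random lists), -1.93 for astrocytes (15.3), -2.15 for endothelial cells and pericytes (13.9) and -2.84 for fibroblasts of the meninges (0.04). All 32 markers were lower in Rep1, from -6.55 in *AQP4* to -0.74 in *FLT1*. The 4 medians lay within 0.92 of each other, and after scaling by the median of ratios they were still below 0, from -1.66 to -0.90. This pattern is consistent with dilution of optic nerve RNA by other RNA in Rep1, which remains a hypothesis, and a difference between the nerves themselves was not tested.

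Of the 7739 genes at 10 TPM or more in Rep2, 634 (8.19%) were listed at 0 in Rep1. Random thinning to the depth of Rep1 gives 11.9 with gene lengths from the Mmul_10 annotation. The authors may have used other lengths, since the value of a read that these lengths imply lay within 5 percent of the median in only 3.91% of genes, although part of that spread comes from read numbers that are lower bounds. With the spread of these implied values included, thinning gives 145, so counting error from lower depth alone falls short of the number seen. Thinning treats reads as independent, which amplified copies of the same molecule are not, so it covers counting error only. Lower depth together with dilution of optic nerve RNA gives 475 with the annotation lengths and 959 with that spread, on either side of the number seen. Whether this combination or a further loss of transcripts in Rep1 is the cause cannot be told apart here, because the authors' gene lengths are not known.

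*ALOX15* was lower in Rep1 by a log2 difference of -2.95, which lies within the range of the 32 markers, 8 of which fell further. Dilution of optic nerve RNA in Rep1 could account for this, but 62.8% of genes with a mean of at least 1 TPM lie in that range too, so the test does not separate *ALOX15* from other genes. *ALOX5* was higher in Rep1 by 1.09, above all 32 markers. Its gap to their median was 1.59 times the SD of a difference between the libraries in genes of its level (1.78 with the SD about their mean difference), and 17.4% of genes had a difference as high, so dilution is not excluded for it. After scaling Rep1 to these markers, *ALOX15* would stand at 93.4 TPM and *ALOX5* at 166 TPM in Rep1, against 127 and 12.6 TPM in Rep2. The list of microglia and macrophage markers does not decide whether Rep1 held a larger share of these cells. Its median was -2.61 (percentile 3.59). However, *C1QA*, *CX3CR1*, *P2RY12*, *TYROBP* and *CD68*, which fell, have smallest read numbers of only 1 to 3 in Rep1. Of the markers with more reads there, *C1QB* fell (-2.47, at least 31 reads). *CSF1R* (-0.02, at least 55 reads) and *AIF1* (0.79, at least 13 reads) did not fall. *SPI1* (345 TPM in Rep1, 9.49 TPM in Rep2) and *NCKAP1L* (276 and 5.39 TPM), which were chosen after their values were seen, rose in Rep1.

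Y-linked genes were above 0 in both libraries for 9 of the 9 listed, which argues against 1 library holding only RNA of a female. If other RNA entered Rep1, its Y-linked reads could come from that RNA, so the sex of the nerve's donor is not settled there. *DDX3Y* was at 118 TPM in Rep1 and 102 TPM in Rep2, and *UTY* at 6.07 and 3.72 TPM. Many of these genes have X-linked paralogs that can share reads. The list's median log2 difference was -0.82 (percentile 79.3), and 0.063 after scaling by the median of ratios. These values do not show whether the nerves came from 1 animal or 2.

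The paper used *GFAP*, vimentin, *PAX2* and *CD44* to identify human astrocytes in culture. In the macaque optic nerve, *GFAP* was at 658 TPM in Rep1 and 4331 TPM in Rep2, *VIM* at 513 and 2687 TPM, and *CD44* at 4.09 and 124 TPM, whereas *PAX2* was listed at 0 in Rep1 and at 0.804 TPM in Rep2. These 4 genes had a median log2 difference of -2.55 (percentile 0.61). Of the paper's reactivity markers, *SERPING1* was at 91.7 and 718 TPM, and *LCN2* was listed at 0 in Rep1 and at 0.699 TPM in Rep2. The median of that list was -2.72 (percentile 0.16).

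The lipoxin pathway list had a median log2 difference of -1.78 (percentile 8.75). The neuron list had a median of -0.02 (percentile 89.1), which became 0.64 after scaling by the median of ratios, with members that went both ways. *SNAP25* was at 1122 TPM in Rep1 and 4.99 TPM in Rep2 and *SYT1* at 769 and 11.8 TPM, whereas *NEFL* was at 3.63 and 3.65 TPM and *THY1* at 203 and 1535 TPM. Erythrocyte genes had a median of -0.47 (percentile 70.6), although *HBB* was at 4515 TPM in Rep1 and 1087 TPM in Rep2. Neutrophil and eosinophil genes had a median of -0.32 (percentile 21.9), and all 6 detected were listed at 0 in Rep1. Housekeeping genes had a median of 0.93 (percentile 59.7), from *B2M* at -2.33 to *HPRT1* at 4.38, so they did not offer a common scale for the libraries.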
